A study of Homo sapiens with 4 samples. Its data were reported in "KDM5 demethylases suppress R-loop-mediated ‘viral mimicry’ and DNA damage in breast cancer cells" (2025).

How the data were processed

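CUT-and-Tag with the S9.6 antibody was carried out in HCC1428 cells after 5 days with the solvent DMSO or with C48 at 2.5 µM, and each group had 2 libraries. Libraries were assigned to groups and replicate numbers from the sample labels, and each column of the deposited table was matched to its sample by the description in the labels. According to the study's methods, reads were aligned to hg38 and dm6 with Bowtie2 2.3.4.1 and reads from repeats were counted with RepEnrich2 against the hg38 repeat reference of the UCSC Genome Browser. The version of RepEnrich2 is not given in the sources used here. The values are whole-number counts per repeat subfamily, deposited by the authors without normalization. RepEnrich2 divides a read that matches several subfamilies among them, so related subfamilies, such as Alu subfamilies or rotations of a simple repeat unit, share reads and their counts are not independent.

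The study scaled its libraries by Drosophila spike-in reads. These were not used here because the table holds no spike-in rows or factors, so the total of the repeat table with TMM factors served as the library size. A change shared by all repeats is removed by this scaling. The TMM factors were 1.04, 0.934, 0.937 and 1.10 for DMSO replicates 1 and 2 and C48 replicates 1 and 2. The table held 15583 subfamilies in 19 classes, of which 7608 were at 0 in every library. The 2119 subfamilies that passed filterByExpr (minimum count 10, minimum total count 15) held 99.6% to 99.7% of the counts in each library. The median SE of a log2 fold change was 0.26 over all tested subfamilies and 0.14 over the 974 with a mean of at least 100 counts. The biological coefficient of variation was 0.134. Replicates differed by more than counting error, with a chi-square per degree of freedom of 29.0 between the DMSO libraries and 29.7 between the C48 libraries, so each was counted as a library of its own.

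Groups were compared with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest at their defaults, treatment as the only term) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment at 0.05. The SE of a log2 fold change was taken as its size divided by the square root of the F statistic. Sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a correlation preset at 0.01, beside camera with an estimated correlation and fry. Camera with an estimated correlation uses the residual degrees of freedom. These were 2 with all 4 libraries and 1 when 1 library was left out or a replicate block was used. With all 4 libraries, each set was therefore also tested with its correlation held at the estimate and the degrees of freedom of the preset test. This test was added after the results were seen. The sets were the 11 classes with at least 5 tested subfamilies and 27 lists, each adjusted within its kind. fry tests whether the members of a set move one way on balance and does not compare them with other repeats. Shares per class were compared with exact permutation tests over the 6 assignments of the libraries. Wilson intervals were at the 95% level. The rule for named subfamilies took the 8 highest and 8 lowest called interspersed repeats and satellites, and the 4 highest and 4 lowest called simple repeats, with a mean of at least 100 counts, and 28 subfamilies fixed in advance. It gave 0 subfamilies by the first part. Tests, lists, names and most alternatives were fixed before the data were examined.

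The test was tried on simulated counts with the means, library sizes and dispersions of the 2119 subfamilies and 200 of them changed. Of those that passed the filter, 29.2% of 1.5-fold changes, 61.5% of 2-fold changes and 92.1% of 4-fold changes were recovered in the right direction over 2059 subfamilies tested, and 3 of 120 calls were unchanged subfamilies. Means, library sizes and dispersions do not carry shifts shared by many subfamilies of a library. Recovery in the real libraries may therefore be lower.

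Alternatives were library totals without TMM, upper-quartile factors, DESeq2's size factors within edgeR, TMM from interspersed repeats, the Wald test of DESeq2 1.42.0, no filter or a minimum count of 50, tables without simple repeats and low complexity, other denominators for shares, a replicate block and leaving out each library in turn. Chosen after seeing the data were the newer quasi-likelihood fit of edgeR, leaving out the 6 most abundant subfamilies and testing counts summed per class. Simple repeat units of 7 bases were aligned as endless repeats to the mitochondrial sequence of hg38 (match 2, mismatch -3, gap -5) with Python 3.11.15 and numba 0.67.0. Figures were drawn with matplotlib 3.10.9.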

Results

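Binding of the S9.6 antibody, which recognises RNA:DNA hybrids, was profiled by CUT-and-Tag in HCC1428 cells, a luminal breast cancer line. In this assay the antibody directs the Tn5 transposase to cut nearby DNA, and the released fragments are sequenced. Cells received the KDM5 inhibitor C48 at 2.5 µM or the solvent DMSO for 5 days, with 2 libraries in each group. KDM5 enzymes remove methyl groups from lysine 4 of histone H3. The deposited table held counts for 15583 repeat subfamilies. The libraries held 3185209 (DMSO replicate 1), 2742191 (DMSO replicate 2), 2421840 (C48 replicate 1) and 2794170 (C48 replicate 2) repeat counts. The labels call the libraries of a group biological replicates, without saying how the cultures were kept apart. Spike-in counts were not used here, and every value below is therefore relative to the other repeats of the same library.

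The first comparison asked which repeat subfamilies gained or lost S9.6 signal with the KDM5 inhibitor. No subfamily passed the test in either direction. Among subfamilies with a mean of at least 100 counts, those with the lowest p-values on each side were named after their values were seen. On the higher side these were the endogenous retrovirus MER83B-int with a log2 fold change of 0.56 ± 0.20 (SE), the simple repeat (ATGGA)n at 0.37 ± 0.13 and the satellite HSAT5 at 0.37 ± 0.15. The remaining rotations of the unit ATGGA lay above 0 too. These were (GGAAT)n at 0.29 ± 0.12, (AATGG)n at 0.26 ± 0.11, (TGGAA)n at 0.23 ± 0.12 and the satellite _GAATG_n at 0.28 ± 0.11. Rotations share reads, so these values are not independent. On the lower side, the retroviral LTR37-int was at -0.48 ± 0.16, the DNA transposon MER104 at -0.52 ± 0.20 and the simple repeat (AGC)n at -0.56 ± 0.21. None of these passed correction, since every adjusted p in edgeR's quasi-likelihood test was at least 0.999. Of 2119 subfamilies tested, 0 were higher and 0 were lower, 53 had an unadjusted p under 0.05, and chance alone would give 106. DESeq2, run on the 7975 subfamilies with any count, also called 0 in each direction, with 14 at an unadjusted p under 0.05. An even spread of p-values would give 399. Subfamilies with few counts, which the filter removes from the first test, rarely reach such a p, so nothing is read from that gap. Without C48 replicate 2 the counts stayed at 0 higher and 0 lower, but leaving out any other library gave calls. Without DMSO replicate 1, 14 subfamilies were called lower, among them SSU-rRNA_Hsa and TAR1. Without DMSO replicate 2, 8 were called higher, among them SSU-rRNA_Hsa again, now in the opposite direction. Without C48 replicate 1, L1PA6, (CAACTAT)n, (GGATTA)n, tRNA-Leu-TTA_m_ and tRNA-Ser-TCA_m_ were called lower, at -0.41, -0.47, -0.70, -0.53 and -0.59.

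The same comparison was read for 28 subfamilies named before the data were examined, and none of them passed the test. Among LINEs, which are autonomous retrotransposons, L1HS, the youngest human L1, had a log2 fold change of 0.08 ± 0.10 (SE), L1PA2 0.04 ± 0.09 and L2a -0.02 ± 0.08. Leaving out 1 library moved L1HS between 0.0089 and 0.16 and L1PA2 between 0.0012 and 0.095. Among SINEs, AluY was at 0.03 ± 0.08, AluYa5 at 0.04 ± 0.10, AluYb8 at 0.02 ± 0.11, AluSx at 0.01 ± 0.07, AluJb at 0.03 ± 0.07 and MIR at -0.04 ± 0.07. The composite retroposon SVA_D was at 0.03 ± 0.10. Among retroviral elements, HERVK-int was at 0.17 ± 0.19 and LTR5_Hs, the promoter of its youngest members, at -0.02 ± 0.13. HERVH-int was at 0.04 ± 0.09, LTR7 at 0.01 ± 0.11, LTR12C at 0.01 ± 0.08, HERV9-int at 0.08 ± 0.10 and THE1B at 0.06 ± 0.09. Log2 fold changes ran from -0.29 for the subtelomeric satellite TAR1 to 0.17 for 7SK, a small nuclear RNA. 21 of the 28 lay above 0, and L2a, MIR and LTR5_Hs joined them when library totals were the only scaling. The adjusted p in edgeR was 0.999 for each of the 28. Leaving out 1 library changed the sign of several, among them HERVK-int (-0.032 to 0.41), SVA_D (-0.072 to 0.16), HERVH-int (-0.066 to 0.16) and THE1B (-0.037 to 0.19). Without DMSO replicate 1, TAR1 was called at -0.63 with an adjusted p of 0.00619, and without DMSO replicate 2 it was at 0.17 (adjusted p = 0.792).

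**Figure D1:**
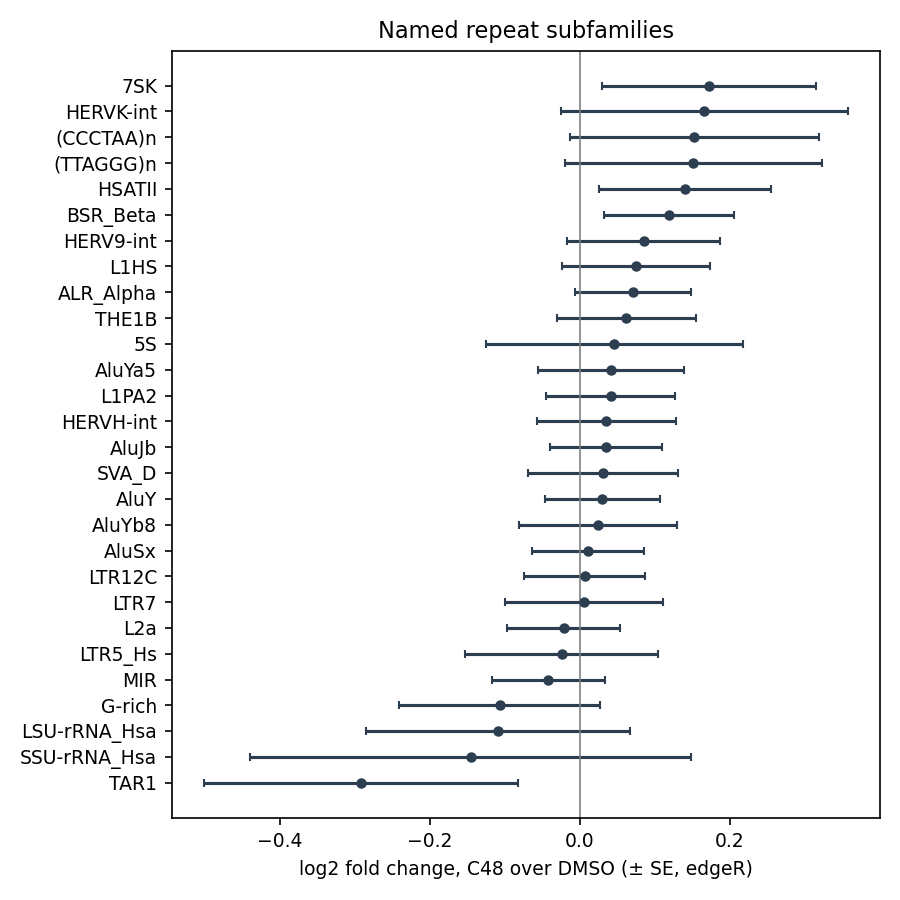
Log2 fold change of C48 over DMSO (x axis) for the 28 subfamilies named before the data were examined (y axis). Points are edgeR estimates and bars are 1 SE, with 2 libraries per group. Values ran from -0.29 (TAR1) to 0.17 (7SK), and L2a, MIR and LTR5_Hs moved above 0 with library totals as the only scaling.

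The next comparison asked whether whole repeat classes moved. The study compared S9.6 reads of SINEs, LINEs and LTR elements within repeats that gained trimethylation of lysine 4 of histone H3. It scaled them by spike-in. Those repeats were not singled out here, so whole classes answer a different question. SINEs took 19.3% ± 1.51 (SD, n = 2) of repeat counts in DMSO and 20.03% ± 2.60 in C48. LINEs took 24.6% ± 0.864 in DMSO and 25.03% ± 0.00592 in C48. LTR elements took 11.7% ± 1.45 and 12.3% ± 1.33, DNA transposons 3.66% ± 0.217 and 3.76% ± 0.464, and satellites 1.19% ± 0.0685 and 1.27% ± 0.105. Simple repeats took 12.95% ± 1.92 and 12.3% ± 1.10, rRNA 13.9% ± 2.73 and 13.3% ± 1.14, and tRNA 10.6% ± 0.731 and 10.03% ± 2.32. For each of these 8 classes the difference between the groups was smaller than the pooled SD of both groups, although that of satellites exceeded the SD in DMSO and that of LINEs the SD in C48. A two-sided exact permutation test gave p = 1 for SINEs, LINEs, DNA transposons, rRNA and tRNA and p = 0.667 for LTR elements, simple repeats and satellites, and 2 against 2 libraries cannot give a p below 0.333.

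**Figure D2:**
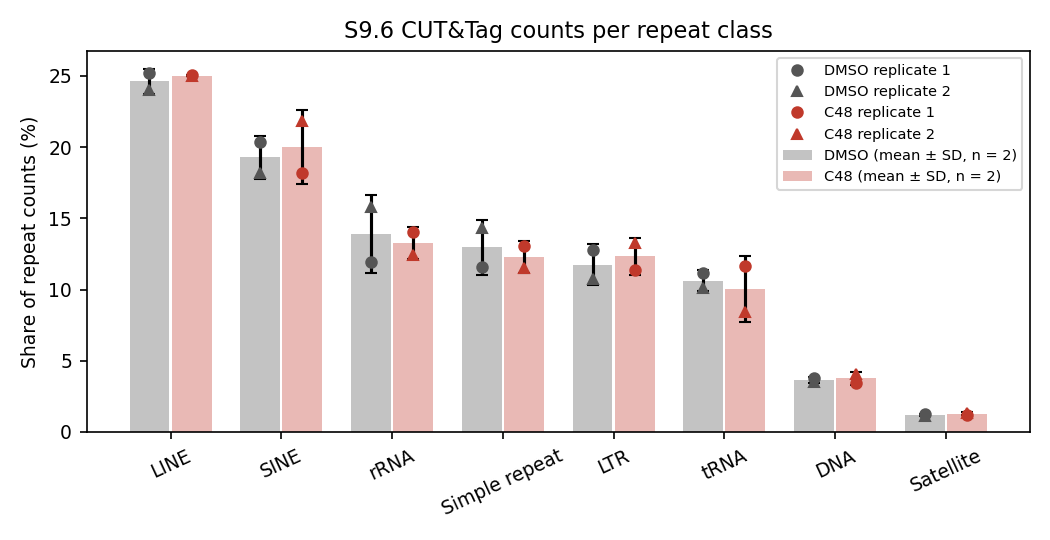
Share of repeat counts in percent (y axis) for the 8 most abundant repeat classes (x axis). Bars are group means with SD (n = 2) and points are single libraries. The SINE share was 20.4% and 18.2% in DMSO and 18.2% and 21.9% in C48, so the groups overlapped.

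Tested as sets of subfamilies, simple repeats fell relative to the other repeats under a preset correlation. Their median log2 fold change was -0.10 over 989 members, of which 383 lay above 0, and the adjusted p in camera was 0.0122. The class Unknown, as a set, lay above the other repeats in that test. Its median was 0.18 over 13 members, of which 8 lay above 0, and its adjusted p was 0.0314. Neither call held with an estimated correlation (adjusted p = 0.819 with an estimated correlation, for each), a test that has 2 residual degrees of freedom here, or in fry (adjusted p = 0.798). With the correlation held at its estimate and the degrees of freedom of the preset test, the simple repeat call was lost (adjusted p = 0.770) and Unknown passed (adjusted p = 0.0380). The estimate for Unknown was -0.058, below the preset 0.01. Holding it there can only lower the unadjusted p, so nothing is read from that pass. SINEs had a median of 0.03 with 51 of 62 members above 0, LINEs 0.03 with 95 of 161 and LTR elements 0.02 with 314 of 566, and none of these classes passed (adjusted p = 0.0643 for each in camera). The SINE median ran from 0.0073 without C48 replicate 2 to 0.079 without C48 replicate 1. With DESeq2's size factors the SINE, LINE and LTR classes passed (adjusted p = 0.0353), at medians of 0.05, 0.05 and 0.04, and none did with an estimated correlation (adjusted p = 0.802 with an estimated correlation, for each). Leaving out DMSO replicate 1 called LINEs, LTR elements and DNA transposons higher, at medians of 0.096, 0.082 and 0.053. The same fit called simple repeats (-0.22) and tRNA (-0.42) lower. Leaving out DMSO replicate 2 gave medians of -0.019, -0.0088 and -0.026 for LINEs, LTR elements and DNA transposons, with none of these called. In that fit tRNA was called higher, at 0.21. Leaving out C48 replicate 2 called LINEs higher at 0.052. These calls were lost with an estimated correlation. That test has 1 residual degree of freedom in these fits, so the loss does not show that members vary together. With all 4 libraries, satellites had a median of 0.08, tRNA -0.13, snRNA -0.13, retroposons 0.02, DNA transposons -0.01 and the uncertain class "DNA?" -0.23. None of these was called. DNA transposons lay above the other repeats in camera although their median was negative, and "DNA?" had a positive mean of 0.19. The simple repeat call rested on DMSO replicate 2, without which the median was 0.07 (adjusted p = 0.72), and it was also lost without C48 replicate 1 at a similar median of -0.12 (adjusted p = 0.185). The Unknown call was lost without any one of the libraries. Its median was 0.30 without DMSO replicate 1 (adjusted p = 0.342), 0.12 without DMSO replicate 2 (adjusted p = 0.829), -0.040 without C48 replicate 1 (adjusted p = 0.307) and 0.086 without C48 replicate 2 (adjusted p = 0.224).

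Lists of related elements fixed before the data were examined were tested next, beginning with mobile elements. The AluY list had a median log2 fold change of 0.07 with 25 of 27 members above 0, AluS 0.01 with 15 of 17, AluJ with the Alu monomers 0.05 with 7 of 8, MIR -0.04 with 1 of 5 and SVA 0.02 with 6 of 6. Young L1 elements, which include those able to move, had a median of 0.08 with 8 of 9 above 0, older primate L1 0.06 with 13 of 17, mammalian L1 0.02 with 48 of 88 and L2 -0.04 with 2 of 8. Among retroviral lists, the medians were -0.01 for HERVK/LTR5, 0.04 for HERVH/LTR7, 0.04 for HERV9/LTR12, 0.05 for MaLR and 0.02 for ERVL. The DNA transposons Charlie and Tigger had medians of -0.03 and 0.04. None of these lists was called, and the lowest adjusted p in camera among them was 0.129 (AluY and MaLR). HERVK/LTR5 had a negative median beside a positive mean of 0.05 and lay above the other repeats in camera. Without DMSO replicate 1, the older primate L1, mammalian L1, MaLR and ERVL lists were called higher (adjusted p = 0.0297, 0.00922, 0.000381 and 0.0428), at medians of 0.12, 0.079, 0.14 and 0.12. Each call was lost there with an estimated correlation. That test has 1 residual degree of freedom in this fit, so the loss does not show that members vary together. Without DMSO replicate 2 their medians were -0.0056, -0.019, -0.019 and -0.040, with none called, and those of SVA, HERVH/LTR7 and HERVK/LTR5 turned to -0.060, -0.076 and 0.045. Without C48 replicate 2 the AluY median was 8.7e-05 and that of HERVK/LTR5 0.040, without C48 replicate 1 those of HERV9/LTR12, older primate L1 and L2 turned to -0.013, -0.0020 and 0.0019, and without DMSO replicate 1 that of Charlie turned to 0.053.

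Repeats at chromosome ends and centromeres and those of RNA genes formed further lists. The telomeric and subtelomeric list had a median log2 fold change of 0.13, with 12 of 13 members above 0 and an adjusted p in camera of 0.152. The 12 are rotations of the telomere unit with similar counts, from 282 to 351 in DMSO replicate 1. Among them were (TTAGGG)n at 0.15 ± 0.17 (SE) and (CCCTAA)n at 0.15 ± 0.17. TAR1 was the exception with all 4 libraries. Without DMSO replicate 1 the median was -0.08, and without DMSO replicate 2 it was 0.36 and called. That call was lost with an estimated correlation, a test that has 1 residual degree of freedom in this fit. Centromeric and pericentromeric satellites had a median of 0.10, with 8 of 12 above 0 and an adjusted p of 0.34. Of these, alpha satellite (ALR_Alpha), the main centromeric repeat, was at 0.07 ± 0.08, BSR_Beta at 0.12 ± 0.09 and HSATII at 0.14 ± 0.11. The rRNA list had a median of -0.11, with LSU-rRNA_Hsa at -0.11 ± 0.18, SSU-rRNA_Hsa at -0.15 ± 0.29 and 5S at 0.05 ± 0.17. SSU-rRNA_Hsa was called at -0.61 without DMSO replicate 1 (adjusted p = 0.00619) and at 0.58 without DMSO replicate 2 (adjusted p = 0.000373). The tRNA list had a median of -0.13 with 17 of 48 above 0, and was called at -0.42 without DMSO replicate 1 (adjusted p = 1.48e-06) and at 0.21 without DMSO replicate 2 (adjusted p = 0.042). Both calls were lost with an estimated correlation. That test has 1 residual degree of freedom in these fits, so the loss does not show that members vary together. Copies of small RNAs had a median of -0.07 but lay above the other repeats in camera, and neither they nor the rRNA list were called.

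Simple repeats were grouped by the bases of their unit. Units of purines alone or pyrimidines alone fell relative to the other repeats, with a median log2 fold change of -0.24 over 151 members and 110 of them below 0. The adjusted p in camera was 7.19e-05, and the call was lost with an estimated correlation (adjusted p = 0.963 with an estimated correlation), with the correlation held at its estimate (adjusted p = 0.936) and in fry (adjusted p = 0.939). It was also lost without DMSO replicate 2, at a median of -0.07 (adjusted p = 0.17), and without C48 replicate 2, at -0.20 (adjusted p = 0.0659). In camera, the call held with library totals (-0.18, adjusted p = 0.00556) and DESeq2's size factors (-0.22, adjusted p = 5.2e-05). It held too with a minimum count of 50 (-0.24, adjusted p = 1.08e-08) and a replicate block (-0.24, adjusted p = 0.000439). Each of these was lost with an estimated correlation, a test with 2 residual degrees of freedom, or 1 with the block. The median was -0.32 without DMSO replicate 1 and -0.24 without C48 replicate 1. GC-only units had a median of -0.18 with 29 of 112 above 0, units with a CpG -0.15 with 97 of 297, units with a run of G or C -0.11 with 108 of 277, AT-only units -0.05 with 10 of 28 and all others -0.04 with 177 of 394. The GC-only and CpG lists, at an adjusted p of 0.129, were called lower with a minimum count of 50 (adjusted p = 0.0238 for each), and neither with an estimated correlation (adjusted p = 0.933 with an estimated correlation, for each). G-rich low-complexity sequence was at -0.11 ± 0.13 (SE). Without DMSO replicate 1 the GC-only, CpG and G-run lists were called lower, at medians of -0.40, -0.41 and -0.28. These calls were lost with an estimated correlation. That test has 1 residual degree of freedom in this fit, so the loss does not show that members vary together. Without DMSO replicate 2 the medians of the GC-only, CpG and G-run lists were 0.14, 0.17 and 0.16. Across the 989 simple repeats tested, which are not independent replicates, the log2 fold change had a Spearman's rho of -0.077 and a Pearson's r of -0.057 with the GC content of the unit. In the 4 pairings of single C48 and DMSO libraries rho ran from -0.28 to 0.22, and without DMSO replicate 2 it was 0.16. With all 4 libraries, no member of any list was called, neither over all tested subfamilies nor when adjusted over the list alone.

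A few subfamilies held much of the S9.6 signal in every library, and they were chosen here after their values were seen. LSU-rRNA_Hsa, L1PA6, (CAACTAT)n, tRNA-Leu-TTA_m_, tRNA-Gln-CAA_ and tRNA-Ser-TCA_m_ together took 38.8% of the counts in DMSO replicate 1 (95% Wilson interval 38.77 to 38.9), 44.2% in DMSO replicate 2 (44.1 to 44.3), 44.3% in C48 replicate 1 (44.2 to 44.4) and 34.7% in C48 replicate 2 (34.6 to 34.7). These intervals cover counting error only. The group means were 41.5% ± 3.80 (SD, n = 2) in DMSO and 39.5% ± 6.80 in C48, a difference smaller than the spread (two-sided exact permutation p = 1). L1PA6 stood at 93617 ± 14329 CPM (SD, n = 2) in DMSO, whereas its relatives L1PA5 and L1PA7 stood at 2893 ± 205 and 4659 ± 218 CPM. LSU-rRNA_Hsa had 16.6 and 10.2 times the counts of SSU-rRNA_Hsa in DMSO replicates 1 and 2, and 15.1 and 10.02 times in C48 replicates 1 and 2.

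**Figure D3:**
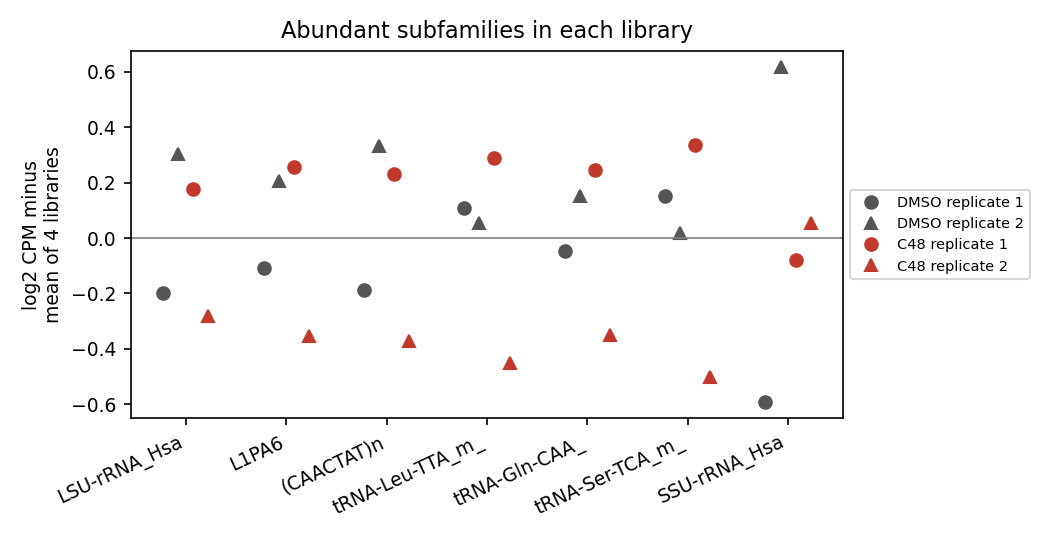
Log2 CPM of the 6 most abundant subfamilies and SSU-rRNA_Hsa (x axis) in each library, minus the mean of the 4 libraries (y axis). Each point is 1 library. C48 replicate 2 lay lowest for each of the 6, from -0.28 for LSU-rRNA_Hsa to -0.50 for tRNA-Ser-TCA_m_, whereas SSU-rRNA_Hsa was lowest in DMSO replicate 1 at -0.59.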

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

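Leaving out the 6 most abundant subfamilies, the newer edgeR fit, counts summed per class and the correlation held at its estimate were chosen after seeing the data. The counts of 0 higher and 0 lower held under every scaling, filter and test run with all 4 libraries. Leaving out 1 library gave 0 to 8 higher and 0 to 14 lower; the lone library of an arm is then assumed to vary like the other group. The labels do not say that replicate numbers mark a shared day or culture, and deviations of same-numbered libraries correlated at 0.063 across subfamilies. With a replicate block, 0 were higher and 0 lower, and 96 had an unadjusted p under 0.05. The CpG list was called at -0.15 in camera (adjusted p = 0.0448). It was not called with an estimated correlation (adjusted p = 0.970), a test that has 1 residual degree of freedom there. The block changed no other call. The cause of the changes below was not tested unless stated.

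With an estimated correlation the calls of simple repeats (-0.10), Unknown (0.18) and the purine or pyrimidine list (-0.24) were lost, as in fry at the same medians (-0.10, 0.18 and -0.24); that test has 2 residual degrees of freedom. With the correlation held at its estimate, simple repeats (-0.10) and the list (-0.24) lost their calls. With counts summed per class, none of the 19 classes was called: LINE was at -0.017, simple repeats at -0.12 and Unknown at 0.0041. With DESeq2's size factors, LINE (0.049), LTR (0.038) and SINE (0.054) became called under the preset correlation. These calls were lost with an estimated correlation (adjusted p = 0.802 for each), a test with 2 residual degrees of freedom. With the same size factors, the uncalled medians of DNA (0.010) and HERVK/LTR5 (0.0067) changed sign. With library totals, DNA (0.040), MIR (0.0055), L2 (0.0048), HERVK/LTR5 (0.044), Charlie (0.020), other simple repeats (0.010), L2a (0.028) and LTR5_Hs (0.012) changed sign, none of them called; the median of all subfamilies was 0.04. With a minimum count of 50, the GC-only (-0.19) and CpG (-0.17) lists became called under the preset correlation. Neither was called with an estimated correlation (adjusted p = 0.933 for each), again with 2 residual degrees of freedom. At that minimum count, AluS (-0.0010), AluSx (-0.0047), LTR7 (-0.0092) and LTR12C (-0.0096) changed sign.

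Ranges over the 4 fits that each leave out 1 library were, for classes, SINE 0.0073 to 0.079, satellites 0.017 to 0.071, "DNA?" -0.38 to -0.14, DNA -0.026 to 0.053, LINE -0.019 to 0.096, LTR -0.0088 to 0.082, retroposons -0.060 to 0.11, simple repeats -0.22 to 0.070, snRNA -0.40 to 0.13, tRNA -0.42 to 0.21 and Unknown -0.040 to 0.30. For lists they were MIR -0.063 to -0.010, SVA -0.060 to 0.11, older primate L1 -0.0056 to 0.12, mammalian L1 -0.019 to 0.079, L2 -0.049 to 0.0019, HERVK/LTR5 -0.064 to 0.045, HERVH/LTR7 -0.076 to 0.20, HERV9/LTR12 -0.013 to 0.11, MaLR -0.019 to 0.14, ERVL -0.040 to 0.12, Charlie -0.11 to 0.053, telomeric -0.076 to 0.36, rRNA -0.32 to 0.17, tRNA -0.42 to 0.21, small RNA copies -0.23 to 0.13, GC-only -0.40 to 0.14, AT-only -0.21 to 0.17, purine or pyrimidine -0.32 to -0.070, G-run -0.28 to 0.16, CpG -0.41 to 0.17 and other simple repeats -0.10 to 0.048. For named subfamilies they were L1HS 0.0089 to 0.16, L1PA2 0.0012 to 0.095, AluY 0.0023 to 0.074, AluYa5 0.033 to 0.063, AluJb 0.032 to 0.052, MIR -0.057 to -0.010, HERV9-int 0.025 to 0.16, ALR_Alpha 0.047 to 0.11, HSATII 0.082 to 0.21, BSR_Beta 0.033 to 0.21, 7SK 0.11 to 0.25, L2a -0.038 to 0.012, AluYb8 -0.016 to 0.083, AluSx -0.0094 to 0.048, SVA_D -0.072 to 0.16, HERVK-int -0.032 to 0.41, LTR5_Hs -0.17 to 0.13, HERVH-int -0.066 to 0.16, LTR7 -0.064 to 0.098, LTR12C -0.049 to 0.075, THE1B -0.037 to 0.19, TAR1 -0.63 to 0.17, (TTAGGG)n -0.061 to 0.41, (CCCTAA)n -0.050 to 0.40, LSU-rRNA_Hsa -0.35 to 0.17, SSU-rRNA_Hsa -0.61 to 0.58, 5S -0.20 to 0.26 and G-rich -0.31 to 0.15. Of the lists with a median above 0 in each of these fits, none called, AluY ran from 8.7e-05 (without C48 replicate 2) to 0.15 (without C48 replicate 1), AluS from 0.011 to 0.033, AluJ from 0.025 to 0.088, Tigger from 0.0040 to 0.061, young L1 from 0.016 to 0.14 and centromeric satellites from 0.050 to 0.093. With all 4 libraries, 22 alternative values of the 8 class shares moved by less than the pooled SD, and DNA changed sign without the 6 most abundant subfamilies, as did 12 of the 32 share values that leave out 1 library. With 2 libraries per group such a value cannot move by more than that SD, so no stability is read from it. The SINE difference ran from -1.09 to 2.58 percentage points, LINE from -0.21 to 1.01 and LTR from -0.45 to 1.60. That of rRNA ran from -2.55 to 1.31, simple repeats from -2.04 to 0.68 and tRNA from -2.23 to 1.05. For DNA the range was -0.22 to 0.44 and for satellites 0.0010 to 0.15. Across the same 4 fits the GC relation ran from -0.22 to 0.16.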

Other observations

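The alignment to the mitochondrial genome, the values without the 6 most abundant subfamilies, the comparison of single libraries and the correlation held at its estimate were chosen after the results were seen. Relative to the repeats outside the 6 most abundant subfamilies, the interspersed classes were close in the groups. Without those 6, SINEs took 32.95% ± 0.446 (SD, n = 2) of the counts in DMSO and 33.1% ± 0.583 in C48, LINEs 26.4% ± 1.01 and 26.6% ± 0.299, and LTR elements 20.05% ± 1.18 and 20.4% ± 0.0992. Satellites took 2.04% ± 0.0152 and 2.10% ± 0.0615, a difference of 0.0601 percentage points against a pooled SD of 0.0448. Both C48 libraries lay above both DMSO libraries for satellites (two-sided exact permutation p = 0.333, the smallest possible here). Without those 6, simple repeats took 6.85% ± 0.971 in DMSO and 6.46% ± 0.0595 in C48. For rRNA the shares were 1.84% ± 1.01 and 1.67% ± 0.118, and for tRNA 0.136% ± 0.0511 and 0.116% ± 0.00551. The shares of these classes in all repeat counts, 12.95%, 13.9% and 10.6% in DMSO, therefore rested largely on the 6 subfamilies. By family, L1 elements took 18.8% ± 0.419 of all repeat counts in DMSO and 19.1% ± 0.752 in C48, and Alu elements 15.1% ± 1.12 and 15.9% ± 2.04. L1PA6, 1 of the 6, alone took a mean of 9.05% of all repeat counts. The L1 share, and the LINE share in all repeat counts, therefore rested in large part on it.

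Among the most abundant features, (CAACTAT)n took 91774 ± 23201 CPM (SD, n = 2) in DMSO. A candidate source is mitochondrial DNA or RNA:DNA hybrids counted under this name. Its unit aligned best to positions 16205 to 16249 of the mitochondrial genome in hg38, in the control region between MT-TP and MT-TF, and only 0.44% of 6132 units of 7 bases aligned as well. The next most abundant unit of that length, (ATGTACT)n, aligned at 16302 to 16316, with 2.19% of units as good. The other units aligned, (CGTGCGG)n, (CGAGCCG)n and (GGTCCAG)n, showed no such match, with 75.2%, 86.1% and 75.2% of units as good. Whether L1PA6, LSU-rRNA_Hsa or the tRNA subfamilies carry mitochondrial reads was not tested, and no biological explanation was tested.

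No subfamily was called between C48 and DMSO with all 4 libraries. A few abundant subfamilies distorting the scaling is argued against for the 6 most abundant. With library totals, leaving them out moved the fold changes by a median of 0.050 in log2, against a median SE of 0.26. With TMM the move was 0.0011, but TMM trims extreme subfamilies, so a small move was likely beforehand. Leaving out the 6 gave 0 calls, as did upper-quartile factors, DESeq2's size factors and TMM from interspersed repeats. Since every scaling with all 4 libraries gave 0 calls, these counts do not bear on the explanation. A change shared by all repeats stays open: the median log2 fold change was 0.038 with library totals as the only scaling, but scaling within the repeat table fixes this value near 0 whatever the cells did. An absolute rise in S9.6 signal over repeats and no rise cannot be told apart without the spike-in. Relative to the other repeats, the 95% intervals excluded a 2-fold change for each of the 28 named subfamilies, and a 1.5-fold change for 25 of them (not HERVK-int, TAR1 and SSU-rRNA_Hsa); of the 1145 tested subfamilies with a mean under 100 counts, the intervals of 23 excluded 1.5-fold and of 311 2-fold, so such changes stay open for most of these.

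Simple repeats as a class, and those of purines or pyrimidines alone, were lower with C48 under a preset correlation. Members that vary together may account for the class: its estimated correlation was 0.079 against the preset 0.01, and with the correlation held there its unadjusted p was 0.21, though the estimate rests on 2 residual degrees of freedom. For the list, at an estimate of 0.089, the unadjusted p was 0.047 and the adjusted p 0.936, which leaves that explanation open. DMSO replicate 2 alone may account for the class, whose median was 0.070 without it. For the list the median was -0.070 without that library and no longer called. Against DMSO replicate 1, the list lay below the other simple repeats by 0.13 in C48 replicate 1 and 0.16 in C48 replicate 2. These values share a single control and stand beside 0.05 and 0.06 between libraries of a group. Against DMSO replicate 2 the differences were -0.07 in C48 replicate 1, close to those within groups, and -0.17 in C48 replicate 2. A share of the difference not due to DMSO replicate 2 stays open, as does an effect of C48.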
